# Histone H2A Mono-Ubiquitination Is a Crucial Step to Mediate PRC1-Dependent Repression of Developmental Genes to Maintain ES Cell Identity

**DOI:** 10.1371/journal.pgen.1002774

**Published:** 2012-07-26

**Authors:** Mitsuhiro Endoh, Takaho A. Endo, Tamie Endoh, Kyo-ichi Isono, Jafar Sharif, Osamu Ohara, Tetsuro Toyoda, Takashi Ito, Ragnhild Eskeland, Wendy A. Bickmore, Miguel Vidal, Bradley E. Bernstein, Haruhiko Koseki

## Abstract

Two distinct Polycomb complexes, PRC1 and PRC2, collaborate to maintain epigenetic repression of key developmental loci in embryonic stem cells (ESCs). PRC1 and PRC2 have histone modifying activities, catalyzing mono-ubiquitination of histone H2A (H2AK119u1) and trimethylation of H3 lysine 27 (H3K27me3), respectively. Compared to H3K27me3, localization and the role of H2AK119u1 are not fully understood in ESCs. Here we present genome-wide H2AK119u1 maps in ESCs and identify a group of genes at which H2AK119u1 is deposited in a Ring1-dependent manner. These genes are a distinctive subset of genes with H3K27me3 enrichment and are the central targets of Polycomb silencing that are required to maintain ESC identity. We further show that the H2A ubiquitination activity of PRC1 is dispensable for its target binding and its activity to compact chromatin at *Hox* loci, but is indispensable for efficient repression of target genes and thereby ESC maintenance. These data demonstrate that multiple effector mechanisms including H2A ubiquitination and chromatin compaction combine to mediate PRC1-dependent repression of genes that are crucial for the maintenance of ESC identity. Utilization of these diverse effector mechanisms might provide a means to maintain a repressive state that is robust yet highly responsive to developmental cues during ES cell self-renewal and differentiation.

## Author Summary

Polycomb-group (PcG) proteins play essential roles in the epigenetic regulation of gene expression during development. PcG proteins form two distinct multimeric complexes, PRC1 and PRC2. In the widely accepted hierarchical model, PRC2 is recruited to specific genomic locations and catalyzes trimethylation of H3 lysine 27 (H3K27me3), thereby creating binding sites for PRC1, which then catalyzes mono-ubiquitination of histone H2A (H2AK119u1). Recently, PRC1 has been shown to be able to compact chromatin structure at target loci independently of its histone ubiquitination activity. Therefore, the role of H2AK119u1 still remains unclear. To gain insight into this issue, we used ChIP-on-chip analysis to map H2AK119u1 genome-wide in mouse ES cells (ESCs). The data demonstrate that H2AK119u1 occupies a distinctive subset of genes with H3K27me3 enrichment. These genes are the central targets of Polycomb silencing to maintain ESC identity. We further show that the H2A ubiquitination activity of PRC1 is dispensable for its target binding and its activity to compact chromatin at *Hox* loci, but is indispensable for efficient repression of target genes and therefore ESC maintenance. We propose that multiple effector mechanisms including H2A ubiquitination and chromatin compaction combine to mediate PRC1-dependent repression of developmental genes to maintain the identity of ESCs.

## Introduction

Embryonic stem cells (ESCs) can undergo unlimited self-renewal while maintaining their pluripotent and undifferentiated states, features that are consistent with their origin within the inner cell mass of the blastocyst. Increasing evidence suggests that in addition to the core gene regulatory circuitry composed of Oct3/4, Sox2, Nanog and other transcription factors, Polycomb group proteins critically contribute to maintain the undifferentiated state of ESCs by silencing genes that are involved in development and/or transcription [1], [2], [3], [4], [5], [6]. Polycomb-mediated repression of these genes is also essential to preserve the ability of ES cells to differentiate in response to extracellular cues [7], [8], [9].

Polycomb group proteins are chromatin-modifiers that mediate transcriptional repression. They form at least two types of multimeric complexes, the Polycomb repressive complexes-1 (PRC1) and -2 (PRC2), the core components of which are conserved from *Drosophila* to human [10], [11], [12], [13], [14]. PRC2 contains Ezh2 or -1, which catalyze trimethylation of histone H3 lysine 27 (H3K27me3), a posttranslational modification that is thought to be recognized by the chromo-domain (CHD) protein components of PRC1 [12], [13], [14], [15], [16]. Within PRC1, Ring1B and –A act as major E3 ubiquitin ligases for histone H2A mono-ubiquitination at lysine 119 (H2AK119u1) [17], [18]. Conditional depletion of Ring1B and –A in ESCs leads to global loss of H2AK119u1 and concurrent derepression of ‘bivalent’ genes enriched for both H3K27me3 and H3K4me3 [5], [19]. H2AK119u1 deposition has been shown to localize to the inactive X chromosome (Xi), the XY body, and several silenced ‘bivalent’ loci in mouse ESCs [19], [20], [21]. Recent genome-wide H2AK119u1 analysis in MEFs (mouse embryonic fibroblast) has revealed Bmi1-dependent deposition of H2AK119u1 at the promoter regions of many repressed genes [22]. These findings suggest that H2AK119u1 could be a part of the regulatory process that is required for PRC1-mediated repression.

However, the role of H2AK119u1 in PRC1-mediated repression is still controversial. A recent study has reported that Ring1B can compact chromatin structure of the *Hox* loci and repress *Hox* expression independent of its E3 activity [23]. This idea has been supported by a previous study which showed that PRC1 components can compress nucleosomal templates assembled from tail-less histones into a form that is refractory to chromatin remodeling *in vitro* [24]. This hypothesis, however, needs rigorous validation because this study was performed by using *Ring1B* single knockout (KO) cells, in which Ring1A-catalyzed H2AK119u1 still remained in a lower level [5], [17], [20], [25]. In this experimental setup, Ring1A and associated H2AK119u1 may potentially complement Ring1B-mediated chromatin compaction of *Hox* genes to mediate their repression. Consistently, ESCs are capable to retain ESC-like morphology and LIF-dependent proliferation upon depletion of Ring1B but not doubly depletion of Ring1B and –A [5], [9], [20], [26]. Therefore, to properly estimate in which extent H2AK119u1 contributes to PRC1-dependent repression in ESCs, and experimental platform that excludes Ring1A is necessary.

In this study, we first determined the localization of H2AK119u1 in ESCs by ChIP-on-chip analysis and found the H2AK119u1-bound genes as core targets of PRC1-dependent repression. We further demonstrated that catalytic activity of PRC1 towards H2A is essential for silencing of target loci and maintenance of ESCs. We also found PRC1-mediated H2AK119u1 is complemented by independent functions of PRC1 that contribute to gene silencing and chromatin compaction, most notably at *Hox* loci. We propose that PRC1 combines diverse effecter mechanisms to mediate robust repression of target genes and stable maintenance of undifferentiated status of ESCs.

## Results

### Ring1-mediated H2AK119u1 demarcates central targets of PRC1 in ESCs

Global H2AK119u1 distribution has been reported only for MEFs and the human teratocarcinoma NT2 cell line [22], [27], but not for mouse ESCs. We, therefore, used ChIP-on-chip analysis to clarify H2AK119u1 deposition around transcription start sites (TSS) in mouse ESCs by using an Agilent mouse promoter array and an E6C5 monoclonal antibody (mAb) or a rabbit polyclonal antibody [28]. *Ring1A/B*-dKO ESCs, in which H2AK119u1 is apparently undetectable, were used as a negative control [5], [19]. *Ring1A/B-*dKO ESCs were induced by treating *Ring1A^−/−^;Ring1B^fl/fl^;Rosa26::CreERT2* ESCs with 4-hydroxy-tamoxifen (OHT), which rapidly activates CreERT2 and catalyzes loxP recombination at *Ring1B* locus [5]. Distribution of Ring1B, H3K27me3 and H2A were re-examined to obtain a reference data set.

E6C5-ChIP signals at the promoter regions of known target loci, *Hoxa9*, *Pax9* and *Tbx3* show that H2AK119u1 deposition is readily detectable in *Ring1A^−/−^* ESCs but not in *Ring1A/B*-dKO (dKO) ESCs (Figure S1). These results were validated by ChIP-qPCR as shown in Figure S2A. We calculated the averages of E6C5-ChIP signals in Ring1B-bound and –unbound genes and found higher H2AK119u1 deposition in Ring1B-bound genes in *Ring1A^−/−^* than in *Ring1A/B*-dKO (dKO) whereas little difference was noted for unbound genes (Figure 1A; Figure S3A and S3B). These data therefore appear to reflect H2AK119u1 deposition that depends on Ring1B. For detailed investigation of the genes that exhibit H2AK119u1 enrichment, we examined the gene-wise distribution of E6C5-ChIP signals after subtraction of the background enrichment value and identified 538 target genes (Figure 1B; Figure S3C; the list of genes is shown in Table S1). The results with the E6C5 mAb were re-confirmed by using a rabbit antiserum that recognizes H2AK119u1 [28]. With this reagent, 524 genes were found to be bound by H2AK119u1, and these genes significantly overlapped with those identified by the E6C5 mAb (Figure S3D; Table S1). Taken together, using the above methods we determined a set of genes in ESCs that have H2AK119u1 deposition around their TSS.

**Figure 1:**
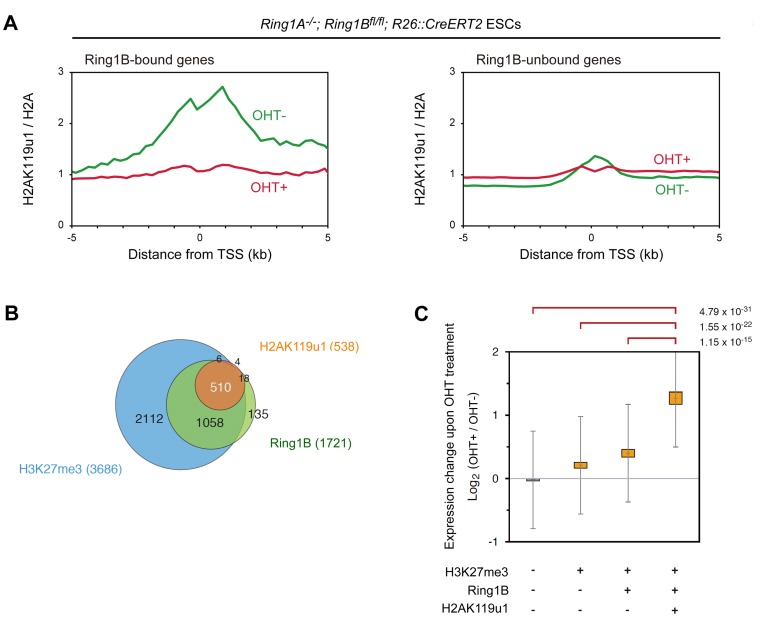
Global mapping of Ring1B-dependent H2AK119u1 deposition in ESCs reveals that genes occupied by H2AK119u1 represent central targets of PRC1. (A) ChIP-on-chip analysis showing the average of H2AK119u1 distributions at the promoter regions (from −5 kb to +5 kb relative to TSS) of Ring1B-bound and –unbound genes in *Ring1A^−/−^* (OHT−: green line) and *Ring1A/B*-dKO (OHT+: red line) ESCs. Enrichment of H2AK119u1 (obtained by E6C5 mAb) and H2A is expressed relative to input DNA, and H2AK119u1 is normalized to H2A. (B) Venn diagram representing the overlap among genes occupied by Ring1B, H2AK119u1 and H3K27me3. Numbers in parentheses represent the total number of genes occupied by each one. (C) Graphic representation of expression changes induced by *Ring1B* depletion (2 days after OHT treatment) for each subset of genes classified by the presence (+) or absence (−) of Ring1B, H2AK119u1 and H3K27me3 is shown. The average, deviation and distribution of the expression changes for the respective subsets of genes determined by microarray analysis are shown. The 95% Confidence interval (CI) and standard deviation (SD) for the average value of the expression change are indicated. Significant (*P*<0.001) and insignificant (*P*≥0.01) expression changes were determined by the Student's *t*-test and are indicated in orange and grey, respectively. *P*-values for the difference of expression changes between the indicated 2 groups are calculated by the Student's *t*-test and are indicated above each graph.

We went on to examine the correlation of genes enriched for H2AK119u1 (H2AK119u1+) with those having Ring1B (Ring1B+) and H3K27me3 (H3K27me3+) depositions. We found that genes bound by Ring1B and H3K27me3 identified in this study were significantly overlapped with those reported in previous studies (Figure S3E, F). We identified 1721 and 3686 genes bound by Ring1B and H3K27me3, respectively, and found H2AK119u1+ genes as a subset of the Ring1B+ genes (Figure 1B; Figure S3C; Table S1). Since most Ring1B+ genes define a subset of H3K27me3+ genes, H3K27me3+ genes could be subdivided into three distinct layers, H2AK119u1+Ring1B+H3K27me3+ (Triple positive; TP), H2AK119u1-Ring1B+H3K27me3+ (Double positive; DP) and H2AK119u1-Ring1B-H3K27me3+ (Single positive; SP). We finally confirmed the quantitative difference of H2AK119u1 level at TP genes against DP or SP genes by ChIP-qPCR analysis at selected genes (Figure S2A). Although we cannot exclude a possibility that we failed to detect a low level of H2AK119u1 at some DP genes, our data demonstrate that H3K27me3+ gene promoters are not uniformly occupied by Ring1B and H2AK119u1.

We investigated functional properties of H2AK119u1+ genes among Polycomb targets. Scattered plot analysis for gene-wise deposition of H3K27me3 and Ring1B revealed that H2AK119u1 targets were significantly enriched among genes that have high levels of both Ring1B and H3K27me3 occupancy (Figure S4). This suggests that TP genes represent the central targets for Polycomb repression. We compared the impact of PRC1 loss among these subsets by examining the gene expression profiles in *Ring1A/B*-dKO ESCs (Figure 1C; Figure S2B). We found significant de-repression (p<0.001) of TP, DP and SP genes but no significant changes in H3K27me3-negative genes. It is worth noting that the degree of de-repression of the TP genes was significantly higher than that of the DP and SP genes (Figure 1C). Gene ontology (GO) based analyses confirmed that TP genes are most significantly enriched for functions in transcription and/or development (Figure S5). Of note, *Cdx2* and *Gata6*, which are known to be repressed by Oct3/4 and Nanog [29], [30], are occupied by H2AK119u1, suggesting that H2AK119u1 might be involved in maintaining ESC properties by suppressing differentiation of ESCs.

### E3 activity of Ring1B and H2AK119u1 are dispensable for PRC1 target binding

Above data suggest a potential importance of H2AK119u1 for repression of key developmental regulators which is required to maintain the undifferentiated status of ESCs. This however does not necessarily prove the importance of the E3 ligase activity and H2AK119u1 *per se* for the repression because H2A ubiquitination independent functions of PRC1 in chromatin compaction and gene silencing both in vitro [24], and in vivo [23] has been reported in previous studies. To investigate this question, we expressed mutant Ring1B proteins that are defective in the interaction with the E2 component in *Ring1A/B*-dKO ESCs. In this experimental setup, we have first stably expressed exogenous WT or mutant Ring1B in *Ring1A^−/−^;Ring1B^fl/fl^;R26::CreERT2* ESCs and then endogenous Ring1B was depleted by OHT treatment (Figure 2A). Similar experiments have been described previously [23] but have made use of *Ring1B* single KO ESCs, and therefore could not exclude the contribution of low levels of Ring1A (Figure S6A) and associated H2AK119u1 that occur in ESCs [5], [17], [20], [25]. We thus tested the role of Ring1A to mediate H2AK119u1 and repression of Polycomb targets in ESCs. We first compared global H2AK119u1 levels in *Ring1B*-KO ESCs with *Ring1A/B*-dKO and found significant amount of H2AK119u1 remained in *Ring1B*-KO (Figure S6B). Consistently, the expression of exogenous Ring1A obviously restored global H2AK119u1 level, ESC identity, and repression of TP genes in *Ring1A/B*-dKO ESCs (Figure S6B–E). We then performed ChIP-chip analysis to compare Ring1A distribution with Ring1B and found that Ring1A and Ring1B significantly shared target genes (Figure S6F, G). ChIP-qPCR analysis further confirmed Ring1A binding at promoter regions of representative TP genes such as *Hoxd11* and *Zic1* in the absence of Ring1B (Figure S6H). Importantly, binding of other PRC1 components such as Mel18 was concomitantly restored by the expression of exogenous Ring1A in *Ring1A/B*-dKO ESCs (Figure S6H). Therefore, Ring1A was shown to substitute for Ring1B functions in mediating H2AK119u1 and target gene repression. These results sufficiently justify the use of *Ring1A/B*-dKO ESCs instead of *Ring1B*-KO in following experiments.

**Figure 2:**
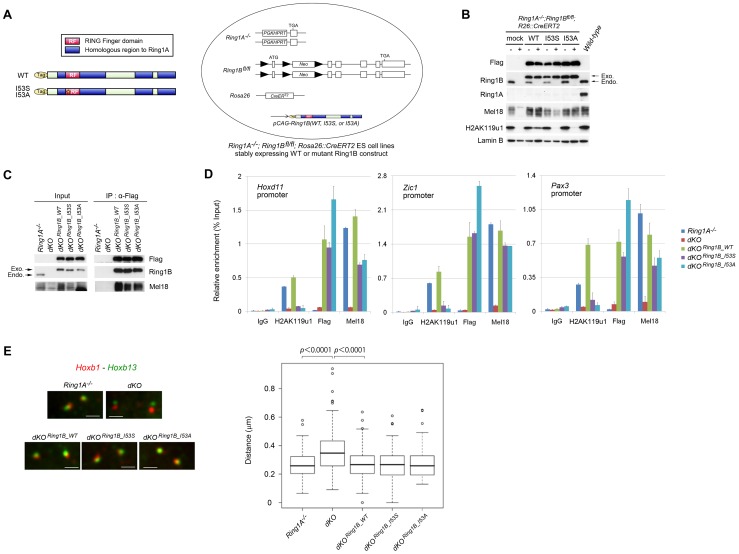
Generation of ESCs expressing catalytically inactive Ring1B. (A) Schematic representation of 3xFlag-tagged Ring1B, showing wild-type and point-mutant derivatives. Each of these construct was stably transfected into *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESCs. (B) Immunoblot analysis of Ring1A, Ring1B, Flag, H2AK119u1 and Lamin B protein levels in whole cell lysates of *wild-type* and *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines expressing mock, WT, I53S, or I53A Ring1B with or without OHT treatment (OHT+ and −, respectively). (C) Immunoprecipitation (IP) analysis showing the association of exogenous Ring1B WT, I53S or I53A with an endogenous PRC1 component Mel18. Extracts of OHT-untreated (−) and -treated [(+); day 2] *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines expressing each of the constructs were immunoprecipitated with anti-Flag antibody. Resulting precipitates (IP) and lysates (Input) were immunoblotted with antibodies against Flag, Ring1B and Mel18. (D) Association of Flag-tagged proteins in *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines stably expressing mock, Flag-tagged Ring1B WT, I53S, or I53A with promoter regions of their representative target genes before (−) or after (+) OHT treatment (day 2) as determined by ChIP and site-specific real-time PCR. Error bars represent standard deviations determined from three independent experiments. (E) 3D FISH with probe pairs at *Hoxb* locus (*Hoxb1* and *Hoxb13*) in PFA-fixed nuclei of *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines stably expressing mock, WT, I53S, or I53A Ring1B before (−) or after (+) OHT treatment (day 2). Scale bars indicate 1 µm. The boxes show the median and interquartile range of interprobe distances (µm) in the indicated cells. Open circles indicate outliers. The statistical significance of differences between the indicated two data was examined by the Mann-Whitney U test.

We made use of the previously characterized I53S and I53A mutations located at the E2 UbcH5c binding surface that have been shown to affect the E3 activity of Ring1B both in vitro and in vivo [17], [23], [31]. We introduced expression vectors for flag-tagged wild-type (WT) or mutant Ring1B [Ring1B (I53S) or (I53A)] into *Ring1A^−/−^;Ring1B^fl/fl^;R26::CreERT2* ESCs (Figure 2A) and established stable transfectants that expressed exogenous Ring1B at similar level to the endogenous protein (Figure 2B). Expression of WT Ring1B restored global H2AK119u1 levels in *Ring1A/B*-dKO cells whereas Ring1B (I53S) and Ring1B (I53A) did not (Figure 2B).

We went on to check whether the levels and target binding of PRC1 could be appropriately recapitulated by exogenous wild-type or mutant Ring1B in the transfectants. Levels of other PRC1 proteins were depleted in the absence of Ring1B, presumably because complex formation stabilizes individual components [9], [26]. We found that Mel18 was clearly detectable and formed complexes with Ring1B (I53S), Ring1B (I53A) and wild-type Ring1B in the absence of endogenous Ring1 proteins in each transfectant (Figure 2C). We also confirmed that levels of Cbx2 and Phc1 were restored in these transfectants (data not shown). We next assessed the association of exogenous Ring1B with target genes in the transfectants. We used ChIP and subsequent quantitative PCR (qPCR) analysis and observed binding of Ring1B I53S or I53A to target loci. Local H2AK119u1 deposition was undetectable, confirming the impaired E3 ligase activity of the Ring1B mutant proteins (Figure 2D). We also found that Mel18 binding to these targets was considerably restored by the expression of Ring1B (I53S) or Ring1B (I53A). Finally, we tested whether condensation of *Hoxb* cluster could be recapitulated in the transfectants by using 3D FISH analysis with probes for *Hoxb1* and *Hoxb13*. Consistent with a previous report using *Ring1B*-KO ESCs, we found that *Hoxb1* and *Hoxb13* were considerably separated in *Ring1A/B*-dKO ESCs compared to *Ring1A^−/−^* cells (Figure 2E) [23] and that condensation of the *Hoxb* cluster was significantly restored by the expression of Ring1B (I53S) or Ring1B (I53A). Taken together, the expression and target binding of PRC1 were sufficiently recapitulated in *Ring1A/B*-dKO ESCs that express catalytically inactive Ring1B. We thus concluded that these transfectants were well suited to address the role of Ring1B E3 activity in the maintenance and repression of ESC Polycomb targets. The above results also imply that E3 activity of Ring1B and H2AK119u1 are dispensable for PRC1 target binding.

### E3 activity of Ring1B is required to repress Polycomb targets and maintain ESCs

We next tested the phenotypes of the transfectants after deletion of endogenous Ring1B. We observed that the expression of either Ring1B (I53S) or Ring1B (I53A) was not sufficient to maintain ESCs in an undifferentiated state (Figure 3A). We obtained similar results in the presence of three inhibitors (3i) that target FGF receptor, MEK, and GSK3 (data not shown) [32]. This implies that the E3 activity of Ring1B is required to maintain ESC identity in the absence of Ring1A. Consistently, Ring1B (I53S) failed to restore repression of differentiation markers (*Kdr*, *Gata6*, *Hnf4a* and *Cdx2*) and expression of undifferentiation markers (*Pou5f1*, *Sox2* and *Nanog*) in *Ring1A/B*-dKO ESCs while WT Ring1B or Ring1A obviously restored (Figure S7A). We went on to examine differentiation ability of the respective ESC lines by forming embryoid bodies. We found that the progressive changes in expression of the marker genes upon induction of differentiation were considerably affected in *Ring1A/B*-dKO ESCs compared to *wild-type* or *Ring1A* ^−/−^ ESCs (Figure S7B). These changes were restored by WT Ring1B but not by Ring1B (I53S). Together, Ring1B catalytic activity is required for maintenance and differentiation of ESCs.

**Figure 3:**
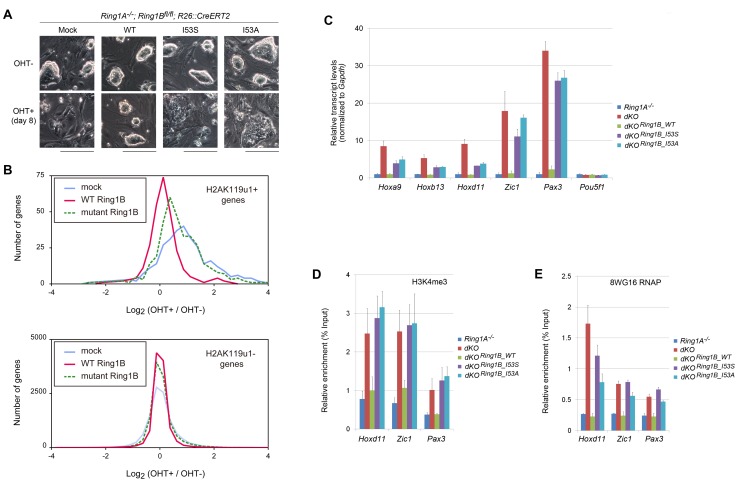
H2A ubiquitination activity of Ring1B is essential for the maintenance of ESC identity and repression of target gene expression. (A) Morphology of OHT-untreated and –treated (day 8) *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines expressing the indicated transgene. The images were acquired under a phase-contrast microscope. Scale bars indicate 200 µm. (B) Histograms showing the expression changes of H2AK119u1+ and H2AK119u1− genes in *Ring1A^−/−^; Ring1B^fl/fl^; Rosa26::CreERT2* ESCs expressing mock (blue line), WT Ring1B (red line), or mutant Ring1B (green dotted line) following OHT treatment. (C) Expression levels of *Hoxa9*, *Hoxb13*, *Hoxd11*, *Zic1*, *Pax3* and *Pou5f1* in *Ring1A^−/−^; Ring1B^fl/fl^; Rosa26::CreERT2* ESCs expressing mock, WT, I53S, or I53A Ring1B before (−) or after (+) OHT treatment (day 2). Expression levels were normalized to a *Gapdh* control and are depicted as fold changes relative to mock (OHT-untreated) ESCs. Error bars represent standard deviation determined from at least three independent experiments. (D) Local levels of trimethylated H3K4 (H3K4me3) at promoter regions of representative target genes in *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESCs stably expressing mock, WT, I53S, or I53A Ring1B before (−) or after (+) OHT treatment (day 2) were determined by ChIP and site-specific real-time PCR. The relative amount of immunoprecipitated DNA is depicted as a percentage of input DNA. Error bars represent standard deviation determined from at least three independent experiments. (E) As in (D), but showing local levels of RNA polymerase II (RNAP) detected with the 8WG16 antibody.

We then examined the expression of H2AK119u1+ genes in these transfectants by using expression microarrays. 

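RNA of 6 lines of *Ring1A-/-; Ring1B fl/fl; R26::CreERT2* ESCs was measured on Affymetrix mouse genome arrays, with 1 array before OHT and 1 array on day 2 of OHT treatment for each line. OHT activates the Cre recombinase that deletes *Ring1B* in these *Ring1A*-deficient cells, so that Ring1B is then left only where a construct supplies it. The lines were 1 mock transfectant, 2 lines expressing WT Ring1B (#1 and #3), 2 lines expressing Ring1B (I53S) (#1 and #4) and 1 line expressing Ring1B (I53A) (#1). The I53S and I53A lines are called the 3 mutant lines here. The sample labels give 800 nM OHT for 24 h. *Rnf2*, the gene of Ring1B, had a log2 change on day 2 of -0.26 in the mock line, 0.05 and -0.23 in the WT lines, and -0.18, 0.20 and -0.29 in the I53S #1, I53S #4 and I53A lines. Its brightest probe set read a log2 signal between 10.57 and 11.29 on all 12 arrays. Which part of *Rnf2* the probe sets lie in is not given in the sources used here, so these values do not check the deletion, and a transfected *Ring1B* transcript could be read by them too. *Ring1*, the gene of Ring1A, read between 5.24 and 6.49 on its 1 probe set. The authors deposited 1 log2 signal per probe set and array, and these values were brought to a common distribution here by quantile normalization, which Text S1 names. Probe sets were kept if their highest signal was above 3.94, the 30th percentile of all values, and the probe sets of a gene were averaged, which left 16432 genes. Each gene was fitted with limma, with the line as a block and an OHT effect for the mock, WT and mutant lines. The mock transfectant is a single line and was assumed to vary like the others. In data simulated with this design, a log2 change of 1 was called for 69% of the changed genes in the mutant lines, 49% in the WT lines and 4% in the mock line. For a log2 change of 2 these shares were 97%, 92% and 65%. A difference of 2 between mutant and WT lines was called for 81% of the genes, a difference of 2 between mock and mutant lines for 56%, and a difference between mock and WT lines for 0%. In these simulations only 100 of the 16432 genes were changed by each size. In the measured data 2360 genes had an unadjusted p under 0.05 in limma between mock and WT lines. The shares therefore describe the simulated data and are not the power for the measured genes. Detection calls were not used here, and the number of arrays limits the precision.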

In the mock transfectant, we observed that H2AK119u1+ genes were significantly de-repressed by depletion of Ring1 proteins whereas expression of H2AK119u1− genes was virtually unchanged (Figure 3B). 

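In the mock transfectant, developmental regulators rose after OHT. *Zic1*, a zinc finger transcription factor gene of the neural plate, rose by a log2 value of 3.76 (SE 0.23, adjusted p = 0.0245 from limma). *Hoxa10* rose by 2.90, *Otx1* by 2.72, *Hoxd8* by 2.49, *Foxa1* by 2.38 and *Gata6* by 1.80, with adjusted p from 0.0245 to 0.0329. *Nr0b1* and *Eras*, which are transcribed in undifferentiated ESCs, fell by 1.49 and 1.47 (adjusted p = 0.0329 and 0.0445), while *Dppa3*, another gene of such cells, rose by 1.07 (adjusted p = 0.043), and the list of 25 pluripotency genes had a median of -0.26 with 8 genes above 0 (camera adjusted p = 0.0932, fry adjusted p = 0.0274). In all, 212 genes were higher and 63 were lower at an adjusted p under 0.05. Of 9 H2AK119u1 targets that the paper names, *Zic1* and *Gata6* were higher (7 higher when adjusted over the list alone), and the median change was 1.47. The study chose these 9 genes, so they are not independent evidence. Of them, *Hoxa9* had 2.31 (SE 0.40, adjusted p = 0.0614, and 0.47 with its probe set of the highest mean in place of the average), *Hoxb13* 2.26 (SE 0.37, adjusted p = 0.0536) and *Cdx2* 1.47 (SE 0.54, adjusted p = 0.218). Of 30 measured *Hox* cluster genes, 10 were higher and 0 lower (24 higher when adjusted over the list alone), and all 30 had a value above 0, with a median of 1.44. Of 68 other developmental transcription factor genes, 11 were higher and 0 lower (32 higher when adjusted over the list alone), with a median of 0.70. The list of *Hox* genes shifted upwards relative to the other genes in limma's camera test (adjusted p = 5.1e-19, and adjusted p = 0.0374 with an estimated correlation), as did the other transcription factors (adjusted p = 2.3e-16, and adjusted p = 0.031 with an estimated correlation). The paper's 9 targets had an adjusted p of 3.0e-06, which was 0.0771 with an estimated correlation. Among 9 housekeeping genes 0 changed over all genes in limma (1, *B2m*, was higher when adjusted over the list alone), and their median was -0.01. Over all 16432 genes the median was 0.0048, and 74.9% of the genes lay between -0.5 and 0.5. Quantile normalization gives all arrays 1 distribution, so a median near 0 follows from it. It does not show that most genes were unchanged. With the values as deposited, 5552 genes lay under -0.5 in the mock line. The genes that lack H2AK119u1 were not analysed here as a set. Markers of fibroblasts, which the methods name as a feeder layer, had a median of 0.65 over 22 genes, of which *Thy1* was higher. The spread behind these calls comes from the other lines. Without the block on the line 97 genes were called, *Nr0b1*, *Eras*, *Dppa3* and *Thy1* not among them, and 0 were called when any 1 of the 5 other lines was left out. With the values as deposited, in which the median of all genes fell by 0.34 in the mock line, 175 genes were higher and 747 lower, and *Dppa3* had 0.63 (adjusted p = 0.0715).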

De-repression of H2AK119u1+ genes in the *Ring1A/B*-dKO was mostly restored by the expression of WT Ring1B but only partially by Ring1B (I53S) and Ring1B (I53A) (Figure 3B; Figure S8). Moreover, the levels of restoration by Ring1B mutants were variable among target genes. 

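With WT Ring1B, the median log2 change after OHT was 0.11 over the *Hox* cluster genes and 0.10 over the other developmental transcription factors. With Ring1B (I53S) or Ring1B (I53A) it was 0.43 and 0.53, and many of these genes rose. *Zic1* had log2 changes of 0.36 and 0.32 in the WT lines and rose by 2.53 in the mutant lines (SE 0.13, adjusted p = 0.00458 from limma). *Hoxa10* had -0.13 and 0.41 in the WT lines and rose by 2.15 in the mutant lines (SE 0.13, adjusted p = 0.00537). *Tbx1*, a T-box gene of pharyngeal development, was the largest rise in the mutant lines at 2.70 (SE 0.16, adjusted p = 0.00537). *Tac1*, *Rbm46*, *Bhmt2*, *Nr2f1*, *Lhx2* and the cardiac myosin gene *Myh6* rose by 2.62, 2.48, 2.47, 2.43, 2.25 and 2.25. *Hoxd1* had 0.80 and 0.69 in the WT lines. *Trh*, *Egr1* and *Nr0b1* fell in the mutant lines by 1.96, 1.63 and 1.32. In the mutant lines 807 genes were higher and 255 were lower. In the WT lines limma called 0 genes, with 1250 genes at an unadjusted p under 0.05, and the mutant lines had 3888 such genes. The difference between mutant and WT lines, tested itself, had 0 genes in limma and 2066 at an unadjusted p under 0.05. That between the mock and WT lines had 0 and 2360, and 17 with the filter at the median of all values and 453 with trended and robust priors, with a median of 1.33 over the *Hox* cluster genes (23 of 30 larger in the mock line when adjusted over the list alone). Of the 212 genes higher in the mock line, 180 were also among the 807, where independent lists would share 10.4, and of the 63 lower genes 37 were among the 255, where independent lists would share 0.978. Both comparisons use the same estimate of each gene's spread, which can add to this overlap. Of the 807 genes, 776 had a value above 0 in the mock line. The median change of the 807 genes was 0.87 in the mutant lines, 0.89 in the mock line and 0.17 in the WT lines. The 807 genes were chosen for their rise in the mutant lines. That choice raises the mutant median, so the medians do not show that mutant and mock lines rose alike. Of the 9 H2AK119u1 targets that the study chose, 6 were higher and 0 lower in the mutant lines (7 higher when adjusted over the list alone, which is not independent evidence). Of the *Hox* cluster genes 12 were higher and 0 lower (17 higher when adjusted over the list alone), and of the other developmental transcription factors 27 were higher and 0 lower (38 higher and 2 lower when adjusted over the list alone). In the WT lines the camera test gave an adjusted p of 0.94 for the 9 targets, 0.166 for the *Hox* genes and 0.0537 for the other transcription factors (0.403 with an estimated correlation). The last list passed under 10 alternatives, with adjusted p from 0.00445 to 0.0483, and in limma's fry test (adjusted p = 0.0123), with 42 of its 68 genes above 0 in the WT lines. Of these alternatives, the I53S lines alone and the fit without I53A gave the same value, 0.0483, and do not count separately. In the mutant lines the camera test gave 1.8e-06, 2.2e-10 and 1.9e-15, and with an estimated correlation 0.084, 0.084 and 0.0328. The estimates were -0.010, 0.023 and -0.014, against a preset value of 0.01. For the targets and the other factors the rise in p therefore does not come from a higher correlation between genes. Of the 9 housekeeping genes, *B2m* was higher in the mutant lines (0.68, adjusted p = 0.0255), a call that was lost without the block on the line (adjusted p = 0.203), with the values as deposited (adjusted p = 0.0555) and without any 1 mutant line (adjusted p from 0.0922 to 0.123). Fibroblast markers had medians of 0.54, 0.23 and 0.14 in the I53S #1, I53S #4 and I53A lines and of 0.03 and 0.04 in the WT lines. With 2 of the 3 mutant lines in the fit, fewer genes were called, with 161 without I53S #1, 194 without I53S #4 and 153 without I53A. *Tac1* (adjusted p = 0.0626 without I53A), *Rbm46* (adjusted p = 0.0524 without I53S #1), *Egr1* (adjusted p = 0.0519 without I53S #4) and *Lhx2* (adjusted p from 0.0853 to 0.163 without any 1 mutant line) then lost their call. Without the block on the line 563 genes were called. With the values as deposited, 540 genes were higher and 571 lower.

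**Figure D1:**
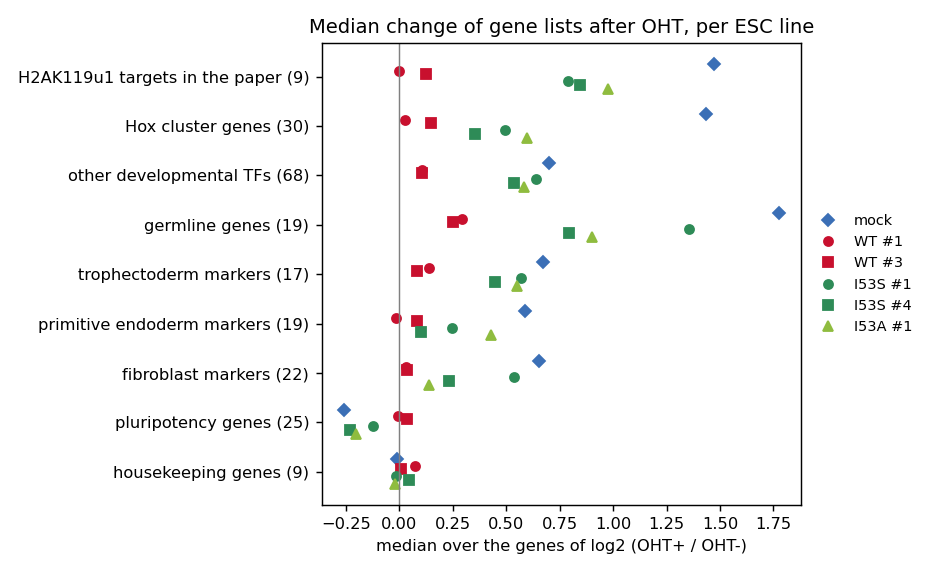
Median log2 change from before OHT to day 2 of OHT over the genes of each list (numbers of measured genes in parentheses), with 1 point for each ESC line. The *Hox* cluster genes lie at 1.44 in the mock line, at 0.03 and 0.15 in the WT lines and at 0.49, 0.35 and 0.60 in the I53S #1, I53S #4 and I53A lines, and the medians of the housekeeping genes, of which *B2m* was higher in the mutant lines, lie between -0.02 and 0.07.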

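Some developmental regulators had similar changes in the mutant lines and in the mock line, and others had values near 0 in the mutant lines. *Hoxd1* rose by a log2 value of 2.17 in the mutant lines (SE 0.10) and by 2.25 in the mock line. *Irx3*, a homeobox gene of the neural tube, rose by 1.47 (SE 0.12) and 1.41, and its call in the mock line was lost without the block on the line (adjusted p = 0.0731) and with the values as deposited (adjusted p = 0.0529). *Hoxb6* rose by 1.55 in the mock line, and its values in the mutant lines were -0.07, -0.14 and 0.24. *Hoxd3* rose by 1.29 in the mock line and had -0.18, -0.13 and -0.04 in the mutant lines. *Gata6*, a regulator of primitive endoderm, rose by 0.52 in the mutant lines (SE 0.09, adjusted p = 0.0297 from limma) and by 1.80 in the mock line, and its call in the mutant lines was lost without the block on the line (adjusted p = 0.0984), with the values as deposited (adjusted p = 0.0696) and without any 1 of the WT or mutant lines (adjusted p from 0.0548 to 0.136). *Hoxa9* rose by 1.36 in the mutant lines (SE 0.23, adjusted p = 0.0299), *Hoxb13* by 1.41 (SE 0.21, adjusted p = 0.0216), *Hoxd11* by 1.01 (SE 0.16, adjusted p = 0.0254) and *Pax3* by 0.90 (SE 0.16, adjusted p = 0.0334). Without any 1 mutant line the calls of *Hoxa9*, *Hoxd11* and *Pax3* were lost, with adjusted p from 0.0636 to 0.148, and that of *Hoxa9* also without a WT line (adjusted p = 0.0531), of *Hoxd11* without the block on the line (adjusted p = 0.131), and of *Hoxb13* without I53S #4 or I53A (adjusted p = 0.0823 and 0.108). With the probe set of the highest mean in place of the average, *Hoxa9* had only 0.24 (adjusted p = 0.463) and *Pax3* 0.28 (adjusted p = 0.431) in the mutant lines, and *Pax3* had -0.34 in the mock line, so their rises rest on other probe sets. In the mock line *Hoxd11* had 1.29 (adjusted p = 0.0905) and *Pax3* had 0.67 (adjusted p = 0.26), and the calls of that line were lost without any 1 of the other lines. For the difference between mock and mutant lines limma called 0 genes, with 1322 at an unadjusted p under 0.05, and 1 gene with trended and robust priors. For single genes, the differences were 1.54 (SE 0.21, adjusted p = 0.485) for *Hoxb6*, 1.41 (SE 0.20, adjusted p = 0.485) for *Hoxd3*, 1.28 (SE 0.18, adjusted p = 0.485) for *Gata6* and 1.23 (SE 0.27, adjusted p = 0.502) for *Zic1*. As groups, the *Hox* cluster genes changed more in the mock line than in the mutant lines, by a median of 0.76, with 29 of 30 genes above 0 (camera adjusted p = 4.4e-12, and adjusted p = 0.145 with an estimated correlation). For the other developmental transcription factors the median difference was 0.22, with 43 of 68 genes above 0 (adjusted p = 0.00166, and adjusted p = 0.189 with an estimated correlation). None of the *Hox* genes and other factors passed over all genes, and 8 and 3 were higher in the mock line when adjusted over the list alone. For the 9 H2AK119u1 targets named by the study, which are not independent evidence, the median difference was 0.86 (adjusted p = 0.00685, and adjusted p = 0.237 with an estimated correlation), and 2 were higher when adjusted over the list alone. Fibroblast markers differed in the same direction, by a median of 0.32 with 17 of 22 genes above 0 (adjusted p = 0.0118, and adjusted p = 0.599 with an estimated correlation). Between I53S and I53A lines limma called 0 genes, with 874 at an unadjusted p under 0.05. I53A is 1 line and this comparison was not simulated, so the absence of calls does not show that these mutants changed alike.

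**Figure D2:**
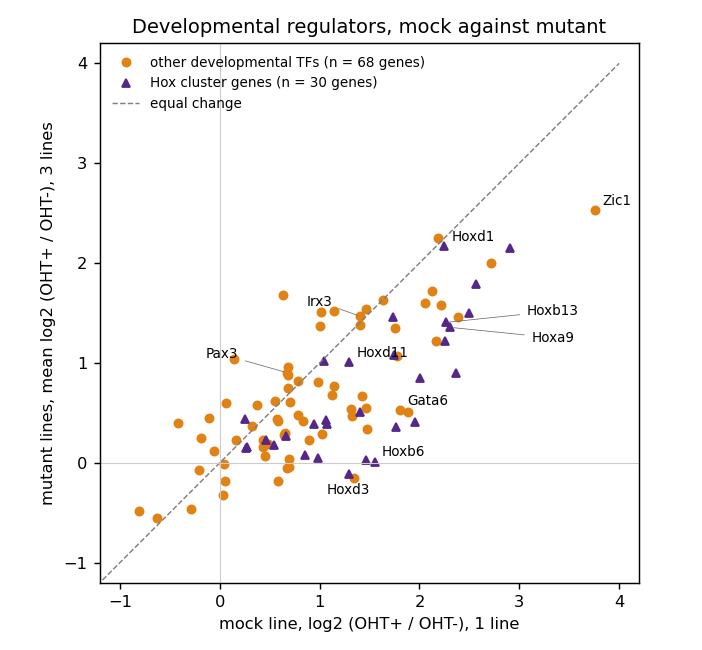
Log2 change after OHT of *Hox* cluster genes (triangles) and other developmental transcription factor genes (circles) in the mock line (horizontal axis) and as the mean of the 3 mutant lines (vertical axis), with the line of equal change dashed. *Hoxd1* lies near the dashed line at 2.25 and 2.17, and *Hoxb6* lies far below it at 1.55 and 0.01.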

To confirm the microarray results, we examined the expression of H2AK119u1 targets, *Hoxa9*, *Hoxb13*, *Hoxd11*, *Zic1*, and *Pax3*, by quantitative RT-PCR. These genes were de-repressed in *Ring1A/B*-dKO compared to OHT-untreated control cells (Figure 3C). WT Ring1B was shown to fully restore the repression of these genes. Ring1B (I53S) and Ring1B (I53A) could slightly restore the repression of *Hoxa9*, *Hoxb13* and *Hoxd11*, but almost failed to repress *Zic1* and *Pax3* (Figure 3C). Therefore, the E3 activity of Ring1B is required for efficient repression of its target genes. 

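Set directly against the WT lines, the mutant lines had larger OHT changes at the developmental regulators as groups. The log2 change of *Zic1* differed by 2.19, mutant minus WT lines (SE 0.21, adjusted p = 0.088 from limma). *Hoxa10* differed by 2.01 and *Hoxd1* by 1.43, and *Irx3* by 1.62, each with the same adjusted p. *Hoxb13* differed by 1.43 (SE 0.33, adjusted p = 0.195), *Hoxa9* by 1.33 (SE 0.36, adjusted p = 0.243), *Pax3* by 1.16 (SE 0.25, adjusted p = 0.186) and *Hoxd11* by 0.91 (SE 0.25, adjusted p = 0.252). The smallest p in limma belonged to *Tlcd4*, *Sycp2*, *Psmb8*, *Bhmt2* and *Cpeb1*. These genes differed by 2.11, 1.81, 2.57, 2.27 and 1.96, each with an adjusted p of 0.088. None of the genes passed over all genes. With the filter at the median of all values 47 genes were called, and 272 with trended and robust priors. The median difference was 0.41 over the *Hox* cluster genes (camera adjusted p = 3.8e-08, and adjusted p = 0.0923 with an estimated correlation) and 0.52 over the other developmental transcription factors (adjusted p = 4.5e-12, and adjusted p = 0.0475 with an estimated correlation). Over each list alone, 10 of the 30 *Hox* genes and 20 of the 68 other factors had a larger change in the mutant lines. The 9 targets that the study chose differed by a median of 0.91 (adjusted p = 4.2e-07, and adjusted p = 0.0923 with an estimated correlation), with 6 larger when adjusted over the list alone, which is not independent evidence. For these 9 targets and for both lists every mutant line had a higher median than both WT lines (exact permutation test of the medians, two-sided p = 0.1, the smallest that 3 lines against 2 allow). Fibroblast markers differed by a median of 0.25 (adjusted p = 0.00184, and adjusted p = 0.386 with an estimated correlation). Before OHT, limma called 0 genes between mutant and WT lines, with 862 at an unadjusted p under 0.05, and 41 with the values as deposited. From the mostly restored repression with WT Ring1B and the partial restoration with the mutants on the arrays, and from RT-PCR, where it describes the mutants as restoring *Hoxa9*, *Hoxb13* and *Hoxd11* slightly and nearly failing at *Zic1* and *Pax3*, the paper concludes that the E3 activity of Ring1B is required for efficient repression of its target genes.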

Our results also suggest that some genes, e.g., *Zic1* and *Pax3* are more dependent on the E3 activity than others, notably the *Hox* cluster genes such as *Hoxd11*.

### Ring1B mediates repression through H2AK119u1

The above experiments strongly suggest that repression of developmental regulators in ESCs is attributable to PRC1 mediated H2AK119u1. Previous studies report that Ring1B regulates local H3K4me3 deposition and loading of RNA polymerase II (RNAP) in ESCs [5], [19], and that H2AK119u1 has a role to suppress MLL-mediated methylation of H3 lysine 4 (H3K4) and transcriptional initiation from nucleosomal templates [28]. We, therefore, examined whether the catalytic activity of Ring1B is involved in suppressing H3K4 methylation and RNAP loading at target gene loci. Consistent with the previous reports, we found that local levels of trimethylated H3K4 (H3K4me3) and RNAP loading were considerably up-regulated at target gene promoters in *Ring1A/B*-dKO ESCs, which could be repressed by expression of WT Ring1B in these cells (Figure 3D and 3E). In contrast, Ring1B (I53S) and Ring1B (I53A) failed to suppress local increases of H3K4me3 and RNAP levels. Therefore, the catalytic activity of Ring1B is required to repress H3K4me3 and RNAP loading. Consistent with these observations, the profound reduction in local H3K27me3 levels in *Ring1A/B*-dKO ESCs could not be restored by Ring1B (I53S) or Ring1B (I53A) (Figure S9). This may also suggest the contribution of Ring1B catalytic activity to maintain repressive chromatin. Collectively, our results demonstrate that Ring1B-dependent H2AK119u1 facilitates transcriptional repression of PRC1 target genes and thereby enables the maintenance of ESC identity.

## Discussion

In the present study, we present genome-wide H2AK119u1 maps in ESCs and identify a group of genes at which H2AK119u1 is deposited in a Ring1-dependent manner. These genes are a distinctive subset of genes with H3K27me3 enrichment and we suggest that these are the central targets of Polycomb silencing to maintain ESC identity. By using mutant versions of Ring1B, which can not bind to E2 components, we demonstrate the role of H2AK119u1 to facilitate the repression of these target genes. We propose that H2AK119u1 contributes to capacitate Polycomb-mediated repression in a reversible manner because recognition and de-ubiquitination of H2AK119u1 have been shown to be linked with transcriptional activation [27], [28], [33].

This conclusion is different to a recent study which suggested that the catalytic mutant Ring1B could restore repression in *Ring1B* mutant ES cells [23]. A key difference in that study and our analyses shown here is that we assessed the function of catalytically inactive Ring1B in a background that is null for both Ring1B and the closely related homologue Ring1A. Ring1A potentially complements loss of Ring1B in ESCs, despite the fact that the expression level of Ring1A is relatively low compared to Ring1B (Figure S6) [5], [20].

Our results are concordant with those of Eskeland et al. 2010 which reports that the ability of Ring1B to mediate the condensation of the *Hoxb* cluster is not dependent on its histone ubiquitination activity. In addition, in our study we have observed that the E3 activity of Ring1B contributes to the repression of *Hox* genes to a lesser extent than to *Zic1* and *Pax3* genes (Figure 3C). Based on these evidences, we propose that H2AK119u1-dependent repression is likely complemented by other PRC1-mediated mechanisms such as chromatin compaction [23]. The fact that H2AK119u1 independent repression is more prevalent at *Hox* loci compared to other Polycomb target genes may suggest that it is more effective when target loci are closely juxtaposed *in cis*. We indeed found a slight but a significant restoration of repression of H2AK119u1+ genes that are closely juxtaposed each other (<50 kb) by expression of mutant Ring1B in *Ring1A/B*-dKO, but this is not the case for H2AK119u1+ genes that are separated by ≥50 kb genomic regions (Figure S10). However, this tendency is not statistically significant once we excluded *Hox* cluster genes. Further studies are needed to elucidate the molecular nature for H2AK119u1-independent mechanisms.

Overall, our findings show that PRC1 mediates gene repression by combining multiple and different effector mechanisms, of which H2A ubiquitination is a major contributor (Figure 4). Such diverse PRC1 effector mechanisms might be required to make PRC1-mediated gene repression both flexible and robust. How H2A ubiquitination contributes to repress target gene transcription also awaits future studies, although mechanisms that antagonize against H2A ubiquitination have already been proposed [27].

**Figure 4:**
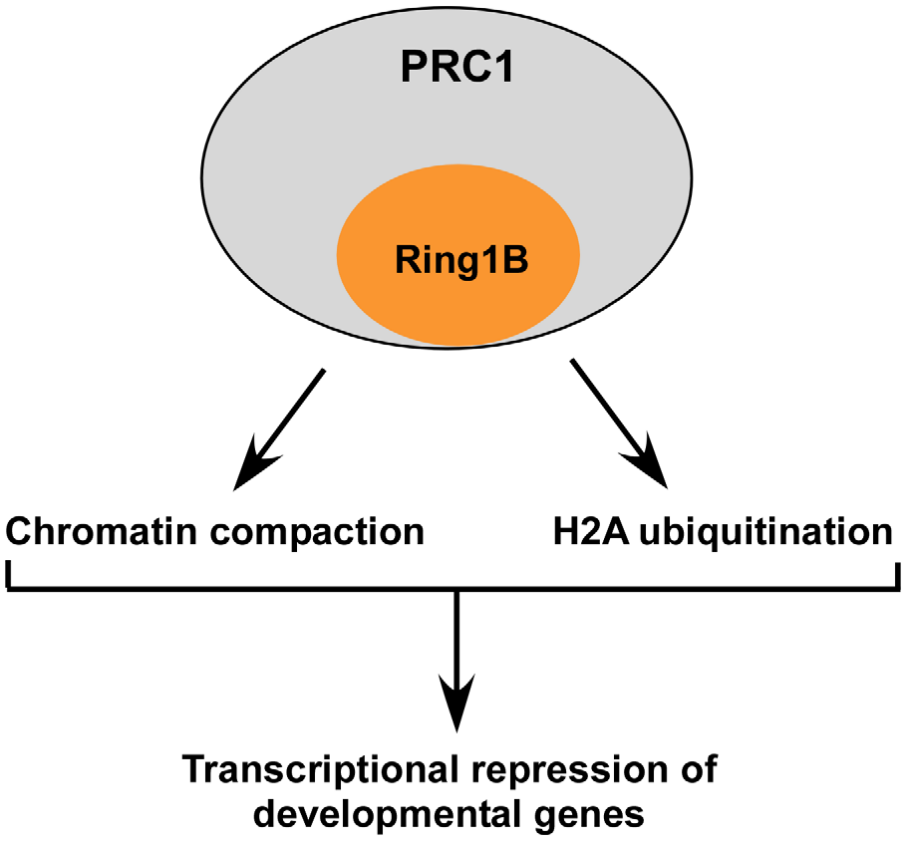
A schematic summary of this study demonstrating that PRC1-dependent repression of developmental genes in ES cells is mediated by multiple effector mechanisms.

## Materials and Methods

### Cells and cell culture

*Ring1B^fl/fl^*;*Rosa26*::*CreERT2, Ring1A^−/−^;Ring1B^fl/fl^*;*Rosa26*::*CreERT2*, and *Eed*-KO ESCs were described previously [5], [19], [20], [26], [34]. The ESCs were cultured in DMEM with 20% fetal bovine serum, MEM nonessential amino acids (Invitrogen), sodium pyruvate (Invitrogen), L-glutamine (Invitrogen), 2-mercaptoethanol (Sigma), and ESGRO (Chemicon) either on irradiated MEF as feeder layers or directly on gelatin-coated surfaces.

### Plasmids

3xFlag-tagged wild-type Ring1A, wild-type Ring1B, mutated Ring1B (I53A [17], [23] and I53S [31]) cDNAs were subcloned into the expression vector pCAG-IRES-Puro (a kind gift from Dr. Hitoshi Niwa in RIKEN CDB in Japan).

### Antibodies

The following antibodies were used: Ring1B (clone #3) [35], Ring1A [36], Phc1 [37], Mel18 (Santa Cruz; sc-10744), Cbx2 [36], H3K27me3 (Millipore; 07-449), H3K4me3 (Millipore;07-473), H2AK119u1 (E6C5; Millipore; 05-678; for ChIP), H2AK119u1 (Rabbit polyclonal; for ChIP) [28], H2AK119u1 (Rabbit polyclonal; Cell Signaling Technology; #8240; for western blot), H2A (Abcam; ab18255), RNAP (8WG16; Millipore; 05-952), Lamin B (Santa Cruz; sc-6216), mouse IgM (Millipore; 12-488), and Flag-tag (M2; Sigma; F1804).

### Stable transfection

*Ring1A^−/−^; Ring1B^fl/fl^*; *Rosa26*::*CreERT2* ESCs were stably transfected with tagged wild-type Ring1A, wild-type Ring1B, or mutated Ring1B. To establish stable transfectants, ESCs were electroporated (0.8 kV, 3 µF) with the respective expression vector and then selected for resistance to puromycin (1 µg/ml).

### Immunoprecipitation (IP) analysis

Cells expressing each of tagged constructs were suspended in IP buffer [10 mM Tris-HCl (pH8.0), 1 mM EDTA, 140 mM NaCl, 0.4% NP-40, and 0.5 mM PMSF] and sonicated for several seconds. After centrifugation, the supernatant was collected, precleared with protein G Sepharose for 30 min at 4°C, and then incubated with anti-Flag antibody (M2) for 120 min at 4°C. The immune complexes were captured by protein G Sepharose for 60 min at 4°C. The Sepharose-bound proteins were washed with IP buffer, eluted in SDS sample buffer under reducing condition, separated on SDS-PAGE gels, and subjected to western blot analysis.

### Real-time PCR

Quantitative real-time PCR was carried out with SYBR Green method and amplifications were detected with Mx3005P (Stratagene, La Jolla, CA, USA). The sequences of primers used in this study are shown in Text S1.

### Chromatin immunoprecipitation (ChIP) analysis

ESCs were treated with 1% formaldehyde/PBS for 10 min at room temperature. Cells were washed with PBS, collected and resuspended in swelling buffer [20 mM Hepes (pH 7.8), 1.5 mM MgCl_2_, 10 mM KCl, 0.1% NP-40, and 1 mM DTT] by pipetting and then kept on ice for 10 min. After Dounce homogenizing 10–20 times, the cells were centrifuged and then the pellets were resuspended in RIPA buffer [20 mM Tis-HCl (pH 8.0), 1 mM EDTA, 140 mM NaCl, 1% Triton X-100, 0.1% SDS, and 0.1% deoxycholic acid] containing protease inhibitors and sonicated into fragments with an average length of 0.3–0.5 kb. After centrifugation, the supernatants were subjected to IP with specific antibodies as previously described [19], [38]. For H2AK119u1-ChIP, pre-cleared chromatin (400 µg) was incubated with 50 µl of E6C5 antibody (overnight, 4°C) and then the chromatin-1^st^ antibody complexes were immunoprecipitated with 2^nd^ antibody (rabbit anti-mouse IgM) - preconjugated protein A dynabeads (Invitrogen). Purified immunoprecipitated and input DNA was quantified by real-time PCR, and, if necessary, was subjected to the linear amplification for ChIP-chip analysis.

### ChIP-on-chip experiment

ChIP-on-chip analysis was carried out using the Mouse Promoter ChIP-on-chip Microarray Set (G4490A, Agilent, Palo Alto, Calif., USA). ESCs were subjected to ChIP assay using specific antibodies as described in the previous section. Purified immunoprecipitated and input DNA was subjected to T7 RNA polymerase-based amplification as described previously [39]. Labeling, hybridization and washing were carried out according to the Agilent mammalian ChIP-on-chip protocol (ver.9.0). Scanned images were quantified with Agilent Feature Extraction software under standard conditions. All of experiments were performed by using at least two biological replicates. The obtained data were analyzed as described in Text S1.

### Gene expression microarray

Total RNA was extracted using the Trizol reagent (Invitrogen, Carlsbad, CA, USA) and purified with Qiagen RNeasy separation columns (Qiagen, Hilden, Germany). First strand cDNA was synthesized and hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, CA, USA) to assess and compare the overall gene expression profiles. The obtained data were analyzed as described in Text S1.

### Three dimensional (3D)-DNA-FISH

3D-DNA-FISH with spatial preservation of chromatin architecture was performed as described previously [40]. Experimental details are described in Text S1.

### Accession numbers

ChIP-chip and microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE38650.

## Supporting Information

Figure S1 Examples of the distribution of H3K27me3, Ring1B, H2AK119u1 (E6C5), H2AK119u1 (Rabbit) and H2A at the promoter regions of representative genes. Plots display log_2_ values of unprocessed ChIP-enrichment ratios for all probes within a genomic region (ChIP-enriched versus input DNA). Green plots show the results from control ESCs (OHT−; OHT-untreated). Red plots for Ring1B, H2AK119u1 and H2A show the results from *Ring1A/B*-dKO ESCs (OHT+; 2 days after OHT treatment). Yellow plots for H3K27me3 show the results from *Eed*-KO ESCs. The transcription start sites (TSSs) are denoted by arrows.
(PDF) Click here for additional data file.

Figure S2 Local levels of H2AK119u1 and Ring1B at promoter regions of representative genes in *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESCs before (−) or after (+) OHT treatment (day 2) were determined by ChIP and quantitative PCR. Those of H3K27me3 in *wild-type* and *Eed-*KO ESCs were also analyzed. Relative amount of immunoprecipitated DNA is depicted as a percentage of input DNA. Error bars represent standard deviation determined from at least three independent experiments. (B) Expression levels of representative genes in *wild-type*, *Ring1A^−/−^*, and *Ring1A/B-*dKO (2, 4, and 6 days after the start of OHT treatment) were determined by the quantitative RT-PCR. Expression levels were normalized to a *Gapdh* control and are depicted as fold changes relative to *wild-type* ESCs. Error bars represent standard deviation determined from at least three independent experiments.
(PDF) Click here for additional data file.

Figure S3 (A, B) ChIP-on-chip analysis showing the average of H2AK119u1 (E6C5) (A) and H2A (B) distributions at the promoter regions (from −5 kb to +5 kb relative to TSS) of Ring1B-bound and –unbound genes in *Ring1A^−/−^* (OHT−; green line) and *Ring1A/B*-dKO (OHT+; red line) ESCs. Enrichment of H2AK119u1 and H2A is expressed relative to input DNA. (C) Detection of ChIP-chip positive genes using approximated Gaussian distributions. Geometric mean of Ring1B and H2AK119u1 enrichment for each gene in *Ring1A/B*-dKO ESCs (OHT+) was subtracted from that in *Ring1A^−/−^* ESCs (OHT−) to provide histograms showing the distribution of *Ring1B* depletion-sensitive enrichment of Ring1B (green) and H2AK119u1 (E6C5; orange, rabbit polyclonal; brown). Geometric mean of H3K27me3 enrichment in *Eed*-KO ESCs for each gene was subtracted from that in *wild-type* ESCs to provide a histogram showing the distribution of PRC2 deficiency-sensitive enrichment of H3K27me3 (blue). Each histogram was approximated using two Gaussian distributions (pink), and the mean +3sd value of the lower distribution was used as a threshold to determine positive genes (dotted blue). (D) Venn diagram representing the overlap of H2AK119u1 target genes identified by using two different antibodies (E6C5 and rabbit polyclonal, respectively). Numbers in parentheses represent the total number of genes occupied by each one. The probability of the overlap between these target genes is calculated and shown (*P*). (E) Venn diagram representing the overlap of H3K27me3 target genes identified in this and a previous ChIP-seq study (Mikkelsen TS et al., Nature. 2007). The probability of the overlap between these target genes is calculated and shown (*P*). (F) As in (E), but showing the overlap of Ring1B-bound genes identified in this and a previous ChIP-seq study [Ku M, Koche RP, Rheinbay E, Mendenhall EM, Endoh M, et al. (2008) Genomewide Analysis of PRC1 and PRC2 Occupancy Identifies Two Classes of Bivalent Domains. PLoS Genet 4(10): e1000242. doi:10.1371/journal.pgen.1000242].
(PDF) Click here for additional data file.

Figure S4 Scatter plots demonstrating the overall correlation of occupancy levels between H3K27me3 and Ring1B for each gene. The geometric mean of H3K27me3 and Ring1B enrichment for each gene is depicted and Pearson's correlation efficient (*r*) was calculated. H2AK119u1-positive and –negative genes are depicted as orange and blue dots, respectively.
(PDF) Click here for additional data file.

Figure S5 Gene ontology (GO) term analysis showing that genes related to transcription and/or development are highly over-represented among H2AK119u1-positive genes. H3K27me3-positive genes were classified according to the presence (+) or absence (−) of Ring1B and H2AK119u1 and the enrichment of respective GO terms in each subset of genes was calculated. The percentages of respective subsets of genes in a particular GO group are graphed along the right half of the x-axis, and *p*-values for the significance of over- or under-representation against total genes are graphed along the left half of the x-axis. Significant under-representation is indicated by asterisks beside the respective *p*-value bars.
(PDF) Click here for additional data file.

Figure S6 (A) Expression levels of *Ring1A* in *wild-type*, *Ring1B^−/−^*, and *Ring1A^−/−^* ESCs were determined by the quantitative RT-PCR. Expression levels were normalized to a *Gapdh* control and are depicted as fold over *wild-type* ESCs. Error bars represent standard deviation determined from at least three independent experiments. (B) Immunoblot analysis of Ring1B, Ring1A, Flag, H2AK119u1 and Lamin B protein levels in whole cell lysates of *wild-type*, *Ring1B^−/−^*, and *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines expressing mock or Flag-tagged Ring1A construct with or without OHT treatment (OHT+ and −, respectively). The locations of bands of endogenous and exogenous Ring1A are indicated by arrow heads. No sample was loaded on the lane indicated by an arrow. (C) Graph showing proliferation of the indicated ESC lines after OHT treatment. OHT-treated *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines stably expressing mock or Flag-tagged Ring1A construct (2 transfectants; #1 & #4) were indicated as *dKO* and *dKO^Ring1A^*, respectively. (D) Morphology of the indicated ESC lines. The images were acquired under a phase-contrast microscope. Scale bars indicate 200 µm. (E) Expression levels of *Hoxa9*, *Hoxd11*, *Zic1* and *Pax3* in *wild-type*, *Ring1A^−/−^* and *Ring1A/B*-dKO ESCs expressing mock or Flag-tagged Ring1A construct (2 days after the start of OHT treatment) were determined by the quantitative RT-PCR. Expression levels were normalized to a *Gapdh* control and are depicted as fold over *Ring1A^−/−^* ESCs. Error bars represent standard deviation determined from at least three independent experiments. (F) Venn diagram representing the overlap among genes occupied by Ring1B and Ring1A. Ring1B- and Flag-Ring1A-bound genes were determined by ChIP-on-chip experiments using Ring1B and Flag antibodies. Numbers in parentheses represent the total number of genes occupied by each one. (G) ChIP-on-chip analysis showing the average of 3xFlag-Ring1A distributions at the promoter regions (from −6 kb to +6 kb relative to TSS) in *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESCs with (OHT+ day2: green dotted line) or without (OHT−: orange line) OHT treatment. Enrichment of Flag-tagged Ring1A is expressed relative to input DNA. (H) Local levels of H2AK119u1, Mel18, Flag-tagged Ring1A and Ring1B at promoter regions of *Hoxd11* and *Zic1* in the indicated ESC lines were determined by ChIP and quantitative PCR. Error bars represent standard deviations determined from three independent experiments.
(PDF) Click here for additional data file.

Figure S7 (A) Expression levels of undifferentiation and differentiation markers in *wild-type*, *Ring1A^−/−^*, and *Ring1A/B-dKO* ESCs (2, 4, or 6 days after the start of OHT treatment) expressing mock, WT Ring1B, I53S Ring1B, or Ring1A construct were investigated by the quantitative RT-PCR. Expression levels were normalized to a *Gapdh* control and are depicted as fold changes relative to the *wild-type* ESCs. Error bars represent standard deviation determined from at least three independent experiments. (B) Expression levels of the indicated markers in w*ild-type*, *Ring1A^−/−^*, and *Ring1A/B-dKO* ESCs expressing mock, WT Ring1B, or I53S Ring1B construct cultured in differentiation condition for the indicated days were investigated by the quantitative RT-PCR. We treated *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESC lines stably expressing mock, WT Ring1B, or I53S Ring1B construct with OHT for 2 days to generate *Ring1A/B-dKO* ESCs expressing either of the constructs. Then, *wild-type*, *Ring1A^−/−^*, and these OHT-treated ESCs were subjected to embryoid body formation and cultured for 3, 6, or 9 days in the absence of LIF and feeder cells. Expression levels were normalized to a *Gapdh* control and are depicted as fold changes relative to the undifferentiated *wild-type* ESCs. Error bars represent standard deviation determined from at least three independent experiments.
(PDF) Click here for additional data file.

Figure S8 A heat map with hierarchical clustering showing de-repressed (green), unchanged (black), or repressed (red) H2AK119u1+ genes upon OHT treatment (day 2) in *Ring1A^−/−^*; *Ring1B^fl/fl^*; *Rosa26::CreERT2* ESCs stably expressing mock, WT, I53S, or I53A Ring1B construct was generated from the microarray data.
(PDF) Click here for additional data file.

Figure S9 Local levels of H3K27me3 at promoter regions of the representative target genes in *wild-type* and *Ring1A^−/−^; Ring1B^fl/fl^; R26::CreERT2* ESCs stably expressing mock, WT, I53S, or I53A Ring1B construct before (−) or after (+) OHT treatment (day 2) were determined by ChIP and site-specific real-time PCR. The relative amount of immunoprecipitated DNA is depicted as a percentage of input DNA. Error bars represent standard deviation determined from at least three independent experiments.
(PDF) Click here for additional data file.

Figure S10 We arbitrarily divided H2AK119u1-positive genes into three groups based on the intergenic distances to the closest H2AK119u1-positive genes, and compared the level of de-repression upon OHT treatment in *Ring1A^−/−^*; *Ring1B^fl/fl^*; *Rosa26::CreERT2* ESCs expressing mock, wild-type, or mutant Ring1B construct using the microarray data. The distance between each H2AK119u1-positive gene was determined using the annotation of the reference mouse genome (NCBI version 36, mm8). The boxes show the median and interquartile range of the expression changes upon OHT treatment. Open circles indicate outliers. The differences of the expression changes between the indicated two groups were statistically evaluated using Mann-Whitney's U-test, because the numbers of applied genes were too small to expect normal distribution.
(PDF) Click here for additional data file.

Table S1 Mean ChIP-chip enrichment score for each gene. Geometric mean of Ring1B and H2AK119u1 enrichment for each gene in *Ring1A/B*-dKO ESCs (OHT+) was subtracted from that in *Ring1A^−/−^* ESCs (OHT−) to provide *Ring1B* depletion-sensitive enrichment of Ring1B and H2AK119u1. Geometric mean of H3K27me3 enrichment in *Eed*-KO ESCs for each gene was subtracted from that in *wild-type* ESCs to provide PRC2 deficiency-sensitive enrichment of H3K27me3. The threshold between signal and noise in each ChIP-chip experiment was determined as described in Figure S3C, and the enrichment scores that are more than the threshold value are depicted as red.
(XLS) Click here for additional data file.

Text S1 Supporting Methods.
(DOC) Click here for additional data file.

# Supplementary material for: Histone H2A Mono-Ubiquitination Is a Crucial Step to Mediate PRC1-Dependent Repression of Developmental Genes to Maintain ES Cell Identity
**Source:** PLoS Genet. 2012 Jul 26;8(7):e1002774. doi: 10.1371/journal.pgen.1002774
**Supplement:** Text S1 — Supporting Methods.

**Method S1**

**The sequences of primers used in quantitative ChIP-PCR and RT-PCR**

[For ChIP-qPCR]

*Hoxd11* Forward primer: CACTCTTGTCCCTGGTGTCA

Reverse primer: CTGGGAGCTTGTTGCTTCTT

*Pax3* Forward primer: GGGTGTAAGGGAGGAGTGTTC

Reverse primer: GGATATGACGCCAGGAGTGT

*Pax9* Forward primer: GCTTCCTCGCCATCATACAT

Reverse primer: ATACTCCTGGCTGAGGGACA

*Zic1* Forward primer: CAAACCTCAGGAACCAGGAA

Reverse primer: TGGTGTCTTTCACAGCCTCA

*Tbx3* Forward primer: CGCAGGAGCTAGAGGATCTG

Reverse primer : CGGCCAATAAGCCTTAACAA

*Jak2* Forward primer: CCGTTACTGGCAATCACACA

Reverse primer: CAAAGAGCCACGTTCATTCA

*Ptx3* Forward primer: CGAGTGCTCACACCTTTGAA

Reverse primer: AAGCAGGATTTGGAACGAGA

*Gsn* Forward primer: CCAGGGAATATTTGCCTTCA

Reverse primer: TCTGACATGTCCAGCCTACG

*Itga2* Forward primer: AGCAGAGAAGGGCACACACT

Reverse primer: GATCCACCCACAACCAACAT

*Tuba1a* Forward primer: CTCTGACTCCCAGGTGCTGT

Reverse primer: GGCGTGGCTGAATGTTTAGT

[For RT-qPCR]

*Hoxa9* Forward primer: GCTTGTGGTTCTCCTCCAGT

Reverse primer: AGTTCCAGCGTCTGGTGTTT

*Hoxb13* Forward primer: CCTATAGCAAGGGGCAGTTG

Reverse primer: GAGATCTTGCGCCTCTTGTC

*Hoxd11* Forward primer: CTCCAACTCTCTCGGATGCT

Reverse primer: CAGACGGTCCCTGTTCAGTT

*Pax3* Forward primer: GCCGACCCTGCCAA CATAC

Reverse primer: TGCTTTGGTGTACAGTGCTCG

*Pax9* Forward primer: TTGGAGCAGGAAGCCAAGTA

Reverse primer: ACCAGAAGGAGCAGCACTGT­

*Zic1* Forward primer: CTTTTCCCTGCCCGTTTC

Reverse primer: CTCGAACTCGCACTTGAAGG

*Tbx3* Forward primer: AGGAGCGTGTCTGTCAGGTT

Reverse primer: GCCATTACCTCCCCAATTTT

*Jak2* Forward primer: GACCAGACTCCACTGGCTGT

Reverse primer: GTTCCTGGCAGTGGCTTTAC

*Ptx3* Forward primer: GCTGTGCTGGAGGAACTGC

Reverse primer: AGCTTCATTGGTCTCACAGGA

*Gsn* Forward primer: GCTTTGAGTCGTCCACCTTC

Reverse primer: AAACTGTCCCAGGACACAGG

*Itga2* Forward primer: ACAGACGTGCTCCTGGTAGG

Reverse primer: CTGAACCAAACCGAGCATTT

*Tuba1a* Forward primer: AGCTCATCACAGGCAAGGAG

Reverse primer: AAGAAGCCCTGGAGACCTGT

*Pou5f1* Forward primer: AGAGGGAACCTCCTCTGAGC

Reverse primer: CCAAGGTGATCCTCTTCTGC

*Nanog* Forward primer: CACCCACCCATGCTAGTCTT

Reverse primer: ACCCTCAAACTCCTGGTCCT

*Fgf5* Forward primer: CCTTGCGACCCAGGAGCTTA

Reverse primer: CCGTCTGTGGTTTCTGTTGAGG

*Kdr* Forward primer: TTTGGCAAATACAACCCTTCAGA

Reverse primer: GCAGAAGATACTGTCACCACC

*Hnf4a* Forward primer: ACGCCGGTGAGCATCTGC

Reverse primer: CCGCTAGCTCTGGACAGTGC

*Ring1A* Forward primer: AGCAAAACGTGGGAACTGAG

Reverse primer: GCAGTCCGAGCAGAACCTAT

*Gapdh* Forward primer: ACCACAGTCCATGCCATCAC

Reverse primer: TCCACCACCCTGTTGCTGTA

**Gene expression microarray:data processing**
The open source software R/Bioconductor was used to extract signal presence and intensity using the MAS5 algorithm from GeneChIP Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, Calif., USA). Signal intensity of each probe was normalized using a quantile normalization method to compare with other experiments. We calculated the log of the ratio of the intensity in the mutant samples to the intensity in the respective control samples and ignored probes whose signals were not observed significantly in all experiments. The expression change of a gene having multiple probes was calculated using the average of log ratios for all probes assigned to that gene. Enrichment of genes having a GO term was evaluated using hypergeometric distribution of 2x2 contingency table with two conditions, whether a gene is annotated as having the GO term or not, and whether the gene is derepressed (log2 ratio of expression change is more than 0.5) or not. GO annotation for each probe (Mouse 430A_2 annotations release 28) was obtained from the vendors website (http://www.affymetrix.com/). GO annotation for the microarray was retrieved from the array vendor’s website. Normalization of microarray signals, calculation of expression changes and statistical evaluation of GO analysis were performed using our in-house programs written in Python.

**ChIP-on-chip data analysis**
ChIP on chip analysis for H3K27me3, Ring1B, 3xFlag-Ring1A, H2AK119u1 and H2A in ESCs was carried out using the Mouse Promoter ChIP-on-chip Microarray Set (G4490A, Agilent, Palo Alto, Calif., USA). Enrichment of immunoprecipitated DNA was calculated and aligned on the TSS. The distance from the TSS was obtained from annotation 014716_D_GeneList_20070207 provided by the vendor. All signals from the array were statistically examined and only signals significantly (*P*<10-7) different from background noise were counted. The log ratios of the measured intensities (IP/input: Fold enrichment) were calculated, and a mean of the log ratios in each promoter region (-4 kb to +4 kb around TSS) of a gene was used to represent the index of the gene, since most of polycomb binding and associated histone modifications were observed within ± 4kb of TSSs. Calculation of fold enrichment, normalization between IP and input, and statistical evaluation were performed using our in-house computer program written in C++.

**Three dimensional (3D)-DNA-FISH**

3D-DNA-FISH with spatial preservation of chromatin architecture was performed as described previously . Live or immunostained cells on round coverslips were fixed with 4% PFA for 10 min and washed with cooled PBS twice. Permeabilization was done with 0.5% TritonX-100/PBS for 20 min. After a wash with cooled PBS, coverslips were immersed in 20% glycerol/PBS for 1 h and then subjected to four freeze-thaw cycles with liquid nitrogen. Following a PBS-wash, coverslips washed with PBS were treated with 0.1N HCl for 10 min and 2xSSC for 5min and subsequently kept at 4˚C in 50% ethanol overnight or were used within a week. Coverslips were incubated in 70% formamide/2xSSC (75˚C) for 5 min, cooled 70% ethanol for 5 min, and then 100% ethanol for 5 min. An air-dried coverslip was subjected to hybridization with 20 µl of cocktail (2xSSC/2 mg/ml BSA/10% dextran sulfate) containing denatured mouse Cot-1 DNA (2.5µg) and appropriate volumes of DNA probes that were labeled with Cy3-dCTP (GE Healthcare) and/or Alexa488-dCTP (Molecular Probes) by a Nick Translation kit (Roche). Probe hybridization was carried out for 48-72h at 37˚C and then coverslips were washed with 50% formamide/2xSSC (42˚C) for 5 min twice, 0.1% Tween20/2xSSC (42˚C) for 5 min twice, cooled 70% ethanol for 5 min twice, and 100% ethanol for 5 min once, and finally mounted after drying. FISH signals were detected by our imaging system, which consists of an inverted microscope IX71 with oil immersion objectives (Olympus UPlanSApo 100x NA 1.40 and PlanApo N 60x NA 1.42), a high-speed spinning disc confocal unit (CSU-X1, Yokogawa Electric Corp., Japan) equipped with a CCD camera (ORCA-AR, Hamamatsu Photonics), 488nm (Sapphire CDRHLP, Coherent), and 561nm (85-YCA-025-040, Melles Griot). DNA probes used in these experiments were the 50-kb BAC MMP-4 for *Hoxb1* , RP24-164J9 for *Hoxb13*. FISH signals were detected in the way of 65-nm pixels in X-Y and 300-nm steps in Z. Collected images were constructed by Volocity (PerkinElmer) and then distance between centers of each FISH signal were measured.

**References**

Bolstad, B.M., Irizarry, R.A., Astrand, M., and Speed, T.P. (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics *19*, 185-193.

Chambeyron, S., and Bickmore, W.A. (2004). Chromatin decondensation and nuclear reorganization of the HoxB locus upon induction of transcription. Genes Dev *18*, 1119-1130.

Solovei, I., Cavallo, A., Schermelleh, L., Jaunin, F., Scasselati, C., Cmarko, D., Cremer, C., Fakan, S., and Cremer, T. (2002). Spatial preservation of nuclear chromatin architecture during three-dimensional fluorescence in situ hybridization (3D-FISH). Exp Cell Res *276*, 10-23.

How the deposited data were processed for this re-analysis (not part of the article)

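The arrays measure RNA of *Ring1A-/-; Ring1B fl/fl; R26::CreERT2* ESC lines that carry a mock, WT Ring1B, Ring1B (I53S) or Ring1B (I53A) construct, before OHT and on day 2 of OHT treatment. There are 12 arrays from 6 lines, with 1 array per line and time. The authors deposited log2 signals, 1 per probe set and array, which the sample labels attribute to Affymetrix Expression Console and RMA (versions not given in the sources used here), while Text S1 describes MAS5 signals and quantile normalization. The deposited log2 values did not share a distribution between arrays, with medians up to 5.67. Quantile normalization had been planned as an alternative to values as deposited. It was made the main setting after these distributions were seen and before any test, and values as deposited were kept as an alternative.

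Of 45101 probe sets, 64 controls were left out. Of the remaining 45037, 34945 map to 1 gene symbol, 932 to several and 9160 to no listed symbol, and only the first were used. Of the symbols, 18145 were found in the mouse gene table and 48 were not. Probe sets whose highest signal over the arrays was above 3.94, the 30th percentile of all values, were kept (37446, of which 30374 with 1 symbol), and averaged per gene as in Text S1, which gave 16432 genes. All arrays were fitted together in R 4.3.3 with limma 3.58.1 and statmod 1.5.0 (lmFit and eBayes, two-sided, with 3 residual and 2.79 prior degrees of freedom), with the line as a block and an effect of OHT for each class: mock, WT and mutant (I53S and I53A). P-values were adjusted by Benjamini and Hochberg over all genes and called at an adjusted p under 0.05. They measure the spread between these lines. The mock class has 1 line, so its spread is taken from the other lines. The differences between classes, between I53S and I53A, and between mutant and WT lines before OHT were tested in the same way.

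The pairing is that of the cell line, whose array before OHT and array after OHT carry the same line number. As a check, the deviations of an array from the mean of its class correlated across genes between the 2 arrays of a line at 0.27 for the WT lines and from 0.36 to 0.43 for the mutant lines. No array was a copy of another. *Rnf2* and *Ring1* do not check the labels, because where their probe sets lie relative to the deleted parts is not given in the sources used here.

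Gene lists were written before the data were examined, 19 in all, and tested with camera (preset correlation between genes of 0.01, and again with an estimated correlation) and fry, adjusted over the lists within a comparison. With the preset correlation camera called 13 lists in the mutant lines, 12 in the mock line, 2 in the WT lines, 11 for mutant minus WT, 12 for mock minus WT and 9 for mock minus mutant lines. With an estimated correlation it called 1, 2, 0, 1, 2 and 0. The estimate was below the preset value for the named targets (-0.010) and the other developmental transcription factors (-0.014). It was above that value for the *Hox* genes (0.023) and the fibroblast markers (0.33). A call lost with the estimate therefore does not by itself show correlation between genes. Per-line medians of lists were compared between 3 mutant and 2 WT lines with an exact permutation test. The genes named are every measured gene of the paper's text and Text S1, for each list up to 4 called members with the largest change (with none called, up to 2 with the smallest p), the 10 largest rises and falls in the mutant lines with the same sign in every mutant line, the 10 largest rises in the mock line, for mutant minus WT, where no gene passed, the 5 smallest p, and the 15 genes with the highest H2AK119u1 score among the 1999 genes of Table S1 used here. The genes of the paper's text and of Table S1 had been seen in the paper. Because Table S1 was used only in part, its first 1999 genes in alphabetical order of symbol, the sets of genes with and without H2AK119u1 were not tested.

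The fit was tested on simulated data for the real genes, with 100 genes changed by a log2 value of 1 or 2 per comparison. Of those changed by 2, limma called 97% in the mutant lines, 92% in the WT lines, 65% in the mock line, 81% for mutant minus WT, 56% for mock minus mutant and 0% for mock minus WT lines. Of those changed by 1 it called 69%, 49%, 4%, 9%, 2% and 0%. These shares hold for data with so few changed genes and are not the power for the measured data. For *Zic1* the SE was 0.27 for mock minus mutant and 0.28 for mock minus WT lines. The shares of 56% and 0% therefore do not show a large difference in precision between these comparisons. The number of arrays limits the precision. The alternatives were no block, the probe set with the highest mean for a gene, no filter, a filter on the mean at the median of all values, arrays centred on their medians, trended and robust priors, the I53S lines alone as the mutant class, each line left out, a log2 change over 0.5 as a further condition, an estimated correlation, and a fit of the compared lines alone.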

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

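The tests of the gap between *Hox* cluster genes and other developmental transcription factors were chosen only after the result was seen.

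Several gene lists changed differently in the mutant and WT lines after OHT (camera on the difference itself, adjusted p under 0.05). The median log2 difference, mutant minus WT, was 0.91 for the H2AK119u1 targets named by the paper, 0.41 for *Hox* cluster genes, 0.52 for other developmental transcription factors, 0.54 for trophectoderm markers, 0.37 for primitive streak and mesoderm markers, 0.40 for neural and ectoderm markers, 0.73 for germline genes, 0.25 for fibroblast markers, 0.23 for signalling ligands and receptors, 0.31 for the markers and targets that the paper tested by RT-qPCR and -0.26 for pluripotency genes. With an estimated correlation the other developmental transcription factors alone passed (adjusted p = 0.0475). The targets and RT-qPCR genes were chosen by the study and are not independent evidence.

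Between the mock and mutant lines the median log2 difference, mock minus mutant, was 0.86 for the named targets, 0.76 for *Hox* cluster genes, 0.22 for other developmental transcription factors, 0.26 for primitive endoderm markers, 0.39 for germline genes, 0.32 for fibroblast markers, 0.33 for cyclin-dependent kinase inhibitors, 0.24 for the RT-qPCR genes and -0.49 for primed epiblast genes. None passed with an estimated correlation.

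Some lists that the paper does not discuss were shifted by OHT relative to the other genes. Germline genes had a median of 1.11 in the mutant lines (13 of 19 higher over all genes, 13 when adjusted over the list alone), 1.78 in the mock line (10 higher, 13 when adjusted over the list alone) and 0.25 in the WT lines (0 called by limma). *Syce1* rose in the mutant lines by 1.53, and *Ddx4*, *Tdrkh* and *Sycp1*, genes of the germ line and of meiosis, rose in the mock line by 2.68, 2.46 and 2.39. Signalling ligands and receptors had 0.32 in the mutant and 0.45 in the mock lines, cyclin-dependent kinase inhibitors 0.32 and 0.89 (*Cdkn1c* rose by 1.66 and 2.00), fibroblast markers 0.29 and 0.65, and p53 targets 0.25 in the WT lines. With an estimated correlation none of these passed, with adjusted p from 0.0988 to 0.783.

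In the mutant lines 1062 genes changed and in the WT lines limma called 0 (1250 at an unadjusted p under 0.05). The smaller number of WT lines does not account for this, since with 2 of the 3 mutant lines 153 to 194 genes were called (153 without I53A, 161 without I53S #1, 194 without I53S #4). Normalization between arrays does not account for the number, which was 1075 with arrays centred on their medians and 1111 with values as deposited, although 571 of the latter were lower. Of the 10 splits of the 6 mutant arrays into equal groups, 1, the real one, gave 1062 genes and the highest other gave 0, and 10 splits cannot give a share under 0.05. Only 4 of the splits, the real one included, part the arrays of every line as the pairing asks. The splits therefore cannot decide the question. The absence of E3 activity, the difference that the design names, stays open as the biological explanation.

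Fibroblast markers had medians of 0.65 and 0.54 after OHT in the mock line and in I53S #1. In each of these lines 21 of 22 genes lay above 0. The list did not pass in the mock line with an estimated correlation, and I53S #1 was not tested alone. A second list of 27 fibroblast genes, written before its values were seen, had a median of 0.58 in the mock line, 0.58 in I53S #1, 0.24 in I53S #4, 0.29 in I53A and 0.07 in each WT line, which is consistent with RNA of feeder fibroblasts, on which the methods say that ESCs were partly grown. Of its 6 genes with the highest signal before OHT (a choice made after their values were seen), *Lgals1*, *Ccn2*, *Fstl1*, *Thbs1* and *Bgn* had 0.75, 0.58, 0.75, 0.64 and 0.89 in the mock line and *Pcolce* -0.30, and of the first list *Col1a2*, *Tagln* and *Fn1* had 0.73, 0.64 and -0.30. De-repression of these genes in the ESCs themselves is not excluded.

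*Hox* cluster genes differed more between the mock and mutant lines than other developmental transcription factors, by a mean of 0.74 (SD over genes 0.50) against 0.24 (SD 0.54), with a camera p of 1.9e-04 for the gap and of 0.0392 with an estimated correlation, and a permutation test over genes, which are not independent, gave a two-sided p of 4e-05. The level before OHT does not account for the gap, which kept 98.9% of its size with that level as a term. The *Hox* genes also rose more in the mock line, by a mean of 1.47 against 0.91 for the other factors. How much of the gap goes with this larger rise was not tested. Variation between single lines stays open, since a mutant line set against the other mutant lines had a gap of at most 0.153, against 0.50 for the mock line, but there is 1 mock line. RNA of feeder fibroblasts stays open too, since fibroblast markers differed in the same direction (median 0.32, camera adjusted p = 0.0118, and adjusted p = 0.599 with an estimated correlation), although the I53S #1 line, with a fibroblast median of 0.54 against 0.65 in the mock line, had a *Hox* median of 0.49 against 1.44. A greater dependence of other regulators than *Hox* genes on E3 activity, which the paper proposes for some genes, is a candidate explanation.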

How the results depend on the processing

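Values as deposited were chosen as an alternative only after the distributions of the arrays were seen. For the named genes, 4442 of 4995 values under the alternatives kept their side of the threshold, 449 fell out of it and 104 came into it. Of the 4442, 94 changed sign, each of them not called under either setting, and 0 values called under either setting changed sign. For the gene lists 1300 of 1406 kept their side of the threshold, 65 fell out of it and 41 came into it, and 0 called under either setting reversed. The 1300 include lists called under neither setting, and 43 of the 65 fell out with the estimated correlation. The I53S lines alone and the fit without I53A gave the same labels, and both are counted for genes and lists. The shares kept therefore overstate how stable the calls were. The count of 0 in the WT lines, of 1250 at an unadjusted p under 0.05, stayed at 0 under each alternative. For the values that moved the cause was not tested, except that fewer lines or arrays leave less information and fewer genes pass the stricter filter. Quantile normalization, planned as an alternative, is the main setting. The fit of the compared lines alone was not run for the mock line, which has no replicate.

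The block for the line, which pairs the arrays before and after OHT, changed the counts. Without a replicate block 563 genes (486 higher, 77 lower) were called in the mutant lines against 1062, and 97 (87 higher, 10 lower) in the mock line against 275, and the list of other developmental transcription factors in the WT lines had an adjusted p of 0.0319. It changed no other call among the counts and the lists of targets, *Hox* genes and other factors.

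With the filter on the mean at the median of all values (11677 genes) 1777 genes were called in the mutant lines, 883 in the mock line, 47 for mutant minus WT and 17 for mock minus WT. Genes over 0.5 fell to 1517 in the mock line, 501 and 401 in the WT lines and 1237, 978 and 1150 in I53S #1, I53S #4 and I53A. Medians of the named targets, the *Hox* genes and the other factors were 2.17, 1.76 and 0.87 in the mock line, 0.26, 0.27 and 0.15 in the WT lines and 0.74, 0.64 and 0.69 in the mutant lines. For the WT and mutant lines, the list medians in this section are means of the medians of the single lines. In the main setting these were 0.06, 0.09 and 0.11 in the WT lines and 0.87, 0.48 and 0.59 in the mutant lines. With trended and robust priors the counts were 2219, 1340, 272 and 453, and 1 for mock minus mutant.

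With values as deposited, the median of all genes changed by -0.34 in the mock line, -0.18 in I53S #4 and -0.12 in I53A. Then 1111 genes (540 higher, 571 lower) were called in the mutant lines, against 807 higher and 255 lower, 922 (175 higher, 747 lower) in the mock line, against 212 higher and 63 lower, and 41 between mutant and WT lines before OHT. Genes over 0.5 were 939 in the mock line and 1028 in I53S #4. Medians of targets, *Hox* genes and other factors were 1.15, 1.12 and 0.40 in the mock line and 0.76, 0.35 and 0.44 in the mutant lines, and 0.082 for the other factors in the WT lines. The same means of line medians were 0.87, 0.48 and 0.59 in the mutant lines in the main setting. With arrays centred on their medians the other factors had 0.82 in the mock line and 0.11 in the WT lines, and 1075 genes (867 higher, 208 lower) and 303 (251 higher, 52 lower) were called in the mutant and mock lines.

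With the highest probe set for a gene, the targets had 1.29 in the mock line and the other factors 0.87, 0.14 and 0.71 in the mock, WT and mutant lines. Without a filter (18193 genes) the *Hox* genes had 1.29 in the mock line and the other factors 0.092 and 0.50 in the WT and mutant lines. With the I53S lines alone as the mutant class 153 genes were called in the mutant lines and 0 in the mock line, the same counts as without I53A.

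The list of other factors in the WT lines, with an adjusted p of 0.0537, passed with the highest probe set (0.0281), without a filter (0.0342), with the stricter filter (0.00445), trended priors (0.0443), I53S alone (0.0483), the compared lines alone (0.0366) and values as deposited (0.0463). With an estimated correlation 1 list was called in the mutant lines, 2 in the mock line, 0 in the WT lines, 1 for mutant minus WT and 0 for mock minus mutant. The adjusted p was then 0.084 for the targets and the *Hox* genes in the mutant lines, 0.0771 for the targets in the mock line, 0.0923 for both in mutant minus WT, and 0.237, 0.145 and 0.189 for targets, *Hox* genes and other factors in mock minus mutant.

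Without 1 line, the counts were 153 to 735 in the mutant lines (161 without I53S #1, 194 without I53S #4, 153 without I53A, 735 without a WT line) and 0 to 0 in the mock line, where each line left out ended every call. The lists called in the WT lines were 1 to 3 (1 without WT #1), and the adjusted p of the other factors there was 0.0357 to 0.315 (0.0357 without I53S #4, 0.0483 without I53A).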

Differences from the paper's values

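The paper gives no number in its text for a measure computed here from the arrays. By RT-PCR the paper states that the mutants repress *Hoxa9*, *Hoxb13* and *Hoxd11* slightly and nearly fail at *Zic1* and *Pax3* (Fig. 3C). On the arrays the log2 change after OHT in the mock line and in the mutant lines was 3.76 and 2.53 for *Zic1*, 0.67 and 0.90 for *Pax3*, 1.29 and 1.01 for *Hoxd11*, 2.31 and 1.36 for *Hoxa9* and 2.26 and 1.41 for *Hoxb13*. So *Zic1* had the largest difference of these genes (1.23, SE 0.27) and *Hoxd11* one of the smaller (0.29, SE 0.32), and limma called none of these differences. With the probe set of the highest mean in place of the average, *Hoxa9* had 0.47 and 0.24 and *Pax3* -0.34 and 0.28. With the average, *Pax3* (-0.23, SE 0.32), *Hoxa9* and *Hoxb13* follow the paper's order, as do the lists as a whole, with a median of mock minus mutant of 0.76 for *Hox* cluster genes and 0.22 for other developmental transcription factors.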

Other observations

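No test given here was chosen after its result was seen.

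In the mock line the largest rises included *Nr2f1* (3.28), *AA467197* (3.27), *Hmx1* (3.20), *Tmem45b* (2.98), *Trim43a* (2.85), *Tcstv3* (2.75) and *BC080696* (2.68). *Trim43a* and *Tcstv3*, genes transcribed in embryos of the 2-cell stage, had 0.79 (SE 0.19) and 0.85 (SE 0.24) in the mutant lines, with adjusted p of 0.0675 and 0.108 from limma. The calls of *Trim43a*, *Tcstv3* and *BC080696* in the mock line were lost without the block on the line (adjusted p = 0.425, 0.477 and 0.422), that of *Tcstv3* also with the probe set of the highest mean (adjusted p = 0.052), and every call in the mock line without any 1 of the other lines.

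The 25 pluripotency genes were lower as a list in the mutant lines (median -0.24, camera adjusted p = 0.0075, and adjusted p = 0.119 with an estimated correlation), with 9 genes above 0. *Nr0b1* and *Eras* were lower in the mutant lines, and *Dppa3* and *Klf4* were higher, by 1.05 and 0.55. *Pou5f1*, *Sox2* and *Nanog* had -0.22, -0.33 and 0.05 in the mutant lines, with adjusted p of 0.213, 0.0884 and 0.797. When adjusted over the list alone, 4 were higher and 11 lower. The calls of *Eras* and *Klf4* were lost without any 1 mutant line (adjusted p from 0.0611 to 0.146), that of *Klf4* also without a WT line (0.0669), with the probe set of the highest mean (0.0588) and with values as deposited (0.0906), and those of *Dppa3* and *Klf4* without the block on the line (0.0875 and 0.412).

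Of 20 PRC1 components, *Phc2* and *Bmi1* were higher in the mutant lines (1.04 and 0.87) and in the mock line (1.25 and 1.43), and the list had a median of 0.0014 in the mutant lines (camera adjusted p = 0.744). When adjusted over the list alone, 4 were higher and 2 lower in the mutant lines. Of 11 PRC2 components limma called 0 in the mutant, mock or WT lines, over all genes and when adjusted over the list alone, with medians of -0.06, -0.02 and -0.02. Of 5 DP, SP and control genes with primers in Text S1, *Jak2* was higher in the mutant (0.58) and mock lines (1.40), and 3 were higher in the mutant lines when adjusted over the list alone. In the mutant lines the calls of *Bmi1* and *Jak2* were lost without any 1 mutant line (adjusted p from 0.054 to 0.128), that of *Jak2* also without a WT line (0.0531) and with values as deposited (0.0502), that of *Bmi1* with the probe set of the highest mean (0.051), and that of *Phc2* without I53S #1 or I53A (0.0524 and 0.0578). In the mock line the call of *Phc2* was lost without the block on the line (0.0837), with the probe set of the highest mean (0.0573) and with values as deposited (0.065), that of *Bmi1* with the probe set of the highest mean (0.0957), and every call without any 1 of the other lines.

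Of the 15 genes with the highest H2AK119u1 score in the part of Table S1 used here, *Alx1* and *Mir9-3hg* were higher, by 1.58 and 0.81 in the mutant lines (adjusted p = 0.00617 and 0.0284) and by 2.22 and 1.55 in the mock line, and the call of *Mir9-3hg* in the mutant lines was lost without any 1 of them (adjusted p from 0.0699 to 0.139). The calls of *Mir9-3hg* were also lost without the block on the line (adjusted p = 0.092 in the mutant lines and 0.145 in the mock line) and with values as deposited (adjusted p = 0.0667 and 0.0593), and that in the mock line with the probe set of the highest mean (adjusted p = 0.0501). *Alx1* had 0.72 in the mock line with values as deposited, with its call lost (adjusted p = 0.0528), and 0.74 in the mutant lines (adjusted p = 0.0162). Without a filter it had 0.99 in the mock and 0.85 in the mutant lines, with both calls kept. In the mock line both calls were lost without any 1 of the other lines. The others ranged from -0.53 to 0.93 in the mock line and from -0.38 to 0.69 in the mutant lines, with no call. The part of Table S1 used is its first 1999 genes in alphabetical order of symbol. Genes with higher scores may lie outside it.

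Genes with a log2 change over 0.5 numbered 2391 in the mock line, 1178 and 995 in the WT lines and 1921, 1753 and 1968 in the I53S #1, I53S #4 and I53A lines, and those under -0.5 numbered 1727, 1068 and 800, and 1305, 1036 and 1215. With values as deposited the order turned, with 939 genes over 0.5 in the mock line, 1305 and 735 in the WT lines and 1496, 1028 and 1461 in the mutant lines, and 5552, 728 and 918, and 2001, 2589 and 2070 under -0.5.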
